A study of Nannochloropsis oceanica with 18 samples. Its data were reported in "Remodeling of the 3D chromatin architecture in the marine microalga Nannochloropsis oceanica during lipid accumulation" (2023).

How the data were processed

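Chromatin immunoprecipitation sequencing (ChIP-seq) was used by the study to measure histone H3 lysine 27 acetylation (H3K27ac), histone H3 lysine 36 dimethylation (H3K36me2) and lysine crotonylation (Kcr) in Nannochloropsis oceanica IMET1, an oleaginous marine microalga. Per the labels, cells were sampled from nitrogen-replete medium (C0) or after 1 day (N1) or 2 days (N2) in nitrogen-free medium. The labels name 2 libraries for each mark and condition, which makes 18 libraries in 9 groups. The antibodies named in the labels differ from those in the study's methods, and the labels give the same catalogue number for H3K27ac and H3K36me2, so that which antibodies were used is open. The deprived cells had also been washed, transferred and kept at a lower light intensity than the culture from which C0 was taken, so that nitrogen, transfer and light cannot be separated in the comparisons with C0.

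According to the study's methods and the submitters' processing notes, reads were trimmed with Trim Galore and aligned with BWA to the N. oceanica reference genome, duplicates were marked with Picard, deepTools was applied, and broad peaks were called with MACS2 against input. The versions of these tools, the genome build used for ChIP-seq and the way in which the peaks of all libraries were merged are not given in the sources used here. Coordinates are printed as the deposited tables give them.

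The 9 deposited tables, 1 for each mark and pair of conditions, hold the same 3803 regions and the same values per library, without overlap between regions. For each library the authors deposited a coverage signal (pileup) over every region and the local background (lambda) expected there. Each pileup is a whole multiple of 1 step per library, within a tolerance of 0.05 of a step, for 100.0% of the regions, as would follow if the values were fragments scaled to the depth of the library and taken at a single position or as a maximum or median. Which of these was taken is not given in the sources used here. The depth quoted for a library is the inverse of its step, in M fragments, and rests on that reading. For most libraries this inverse matches the valid pairs that the study lists. For H3K36me2 in C0, whose pileup and background were both higher than in the deprived libraries, it was 2.63 M. The study lists more valid pairs for both libraries of that group, so the values were scaled in another way and the inverse of the step is not their depth. Since these are coverage values and not counts of reads per region, no count test was run. The authors also deposited a score per library, which equals the ratio of pileup to lambda rounded down to a whole number and divided by a factor for the library. The log2 fold changes, p-values and adjusted p-values that the authors deposited were made from these scores, with the earlier condition as the numerator, and were used only for description. The study names diffReps for differential peaks, and whether these columns came from it is not given in the sources used here. A further 36 columns belong to 12 libraries that the labels used here do not cover, and these were not used.

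Enrichment was computed as log2(pileup + 0.5) minus log2(lambda + 0.5), and ratios are pileup over lambda on that scale, which understates the change of low values. For each mark, limma-trend was fitted to the libraries of all 3 conditions, with residual degrees of freedom of 3 for H3K27ac, 2 for H3K36me2 and 2 for Kcr. Regions were called at a Benjamini-Hochberg adjusted p under 0.05 over the 3803 regions. The plan fixed before the data were examined named limma-trend on log2(value + 0.5) for normalized values and did not foresee a background value beside each pileup. The division by lambda was therefore chosen after the tables were seen, and the pileup alone is reported as an alternative.

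Replicates were compared before they were averaged. The pairs of H3K36me2 in C0 and of Kcr in N2 held identical values and entered the fits once. The spread of these groups was therefore taken from the other groups of the mark. The study lists different numbers of valid pairs for the 2 libraries of each of these groups. The identical values thus do not appear to hold both libraries. For Kcr in N2 the inverse of the step, 5.372 M for both, matches the study's number for replicate 1 and not for replicate 2. The other 7 pairs differed by less than independent counts of that size would, with a chi-square per degree of freedom of 0.665 to 0.773 when pileups were expressed in fragments. A pileup taken as a maximum or median over a region would vary less than such a count. The chi-square therefore cannot show whether the libraries of a pair came from 1 sample or from separate ones. With this open, each group was counted as 1 sample, no SD between replicates is given, and for some values the range of the 2 libraries is printed in its place. The study describes the replicates as biological, but the labels do not say that these libraries came from separate cultures.

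Regions were named by a rule fixed before the data were examined. For each mark and each comparison with C0, it took the 5 called regions with the largest increase and the 5 with the largest decrease among regions above the median of the mean enrichment that moved the same way in every library, and up to 5 regions per comparison called in the same direction for all 3 marks. The rule also asked for a gene identifier, which could not be applied. The reference table used here holds 160 organelle genes, no gene is paired with a region in the tables, and so the planned gene lists, keyword lists and positions relative to genes were not run. Overlaps between marks were tested over regions in place of genes, with 2-sided Fisher's exact tests adjusted over all pairs, comparisons and directions. Regions crossing from a ratio under 1 to at least 2, or the reverse, and the division of regions at a mean H3K27ac ratio of 1 were chosen after the data were seen.

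Shares of higher calls were given with exact (Clopper-Pearson) 95% intervals, which cover counting error only. Unchanged groups and C0 libraries were simulated 20 times around the C0 means, with independent noise of the spread that the fit estimated. Both simulated comparisons used the same simulated C0 libraries. This gives what shared controls add to the agreement of the differences under that spread. It does not measure what the real C0 libraries add. In simulated libraries for N2 against C0, with 100 of 3803 regions moved by 1 on the log2 scale, the fit recovered 97% for H3K27ac, 99% for H3K36me2 and 95% for Kcr. With a change of 0.5 it recovered 76%, 69% and 65%, and 11 or 12 of 3603 unchanged regions were called.

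Alternatives fixed before the data were examined were a stricter threshold (adjusted p under 0.01), a 2-fold minimum, regions above the median of the mean, pseudocounts of 1 and 0.1, the libraries of a contrast alone, a replicate block, each replicate left out, differences centred on their median and the authors' own adjusted p-values. Alternatives added after seeing the data were the pileup alone, log2 of the ratio plus 0.5, libraries set to equal medians or to equal medians and spreads, identical libraries counted as 2 and the authors' Gain and Loss labels. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.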

Results

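H3K27ac, Kcr and H3K36me2 were profiled by ChIP-seq in N. oceanica cells that were nitrogen replete (C0) or deprived of nitrogen for 1 day (N1) or 2 days (N2). Acetylation of lysine 27 and crotonylation are acyl marks generally found on active chromatin, whereas dimethylation of lysine 36 is often found over gene bodies. The question was how these marks changed as the alga adjusted to nitrogen loss, a treatment under which it accumulates storage lipid. Values were given for 3803 merged regions on 30 chromosomes, with a median width of 3004 bp (379 to 71931 bp). No gene is assigned to these regions, so they are named by chromosome, start and end. The step of the pileup corresponded to 1.86 to 7.30 M fragments per library. The median pileup was 90 to 268 steps, which is a coverage and not the number of fragments in a region.

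Each mark and condition was labelled with 2 libraries. The values of the pairs for H3K36me2 in C0 and Kcr in N2 were identical, although the study lists different numbers of valid pairs for their libraries. The other 7 pairs differed by less than independent counts would, which a maximum or median of coverage may also do. Separate samples could thus not be shown, and each group was counted as 1 sample (n = 1). Across regions, the log2 enrichment of the pairs that were not identical correlated at r = 0.874 to 0.993, and their log2 difference had an SD of 0.147 to 0.249. The tests below therefore compare these libraries and not the conditions. Their p-values and standard errors cover only the spread between libraries, which may be technical, although the study describes the replicates as biological. For H3K36me2 in C0 and Kcr in N2 only 1 library entered the fit, and its spread was assumed to be that of the other groups of the mark.

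In nitrogen-replete cells, H3K27ac and Kcr marked largely the same regions. The median ratio of pileup to local background was 2.55 for H3K27ac and 2.54 for Kcr, and the ratio was at least 2 in 2328 and 2496 regions, respectively. Across regions, which are not independent replicates, the log2 enrichments of both marks correlated at r = 0.95 in C0, 0.95 in N1 and 0.92 in N2. H3K36me2 was nearly flat over the same regions, with a median ratio of 1.17, no region at a ratio of 2, and r = -0.12 with H3K27ac. After nitrogen deprivation the median ratio of H3K27ac was 2.26 in N1 and 1.88 in N2, that of Kcr was 1.69 and 1.85, and that of H3K36me2 was 1.12 and 1.11. The spread over regions narrowed as well. The SD of log2 H3K27ac enrichment was 1.37 in C0, 1.23 in N1 and 0.85 in N2, and that of Kcr was 1.13, 0.70 and 0.74.

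**Figure D1:**
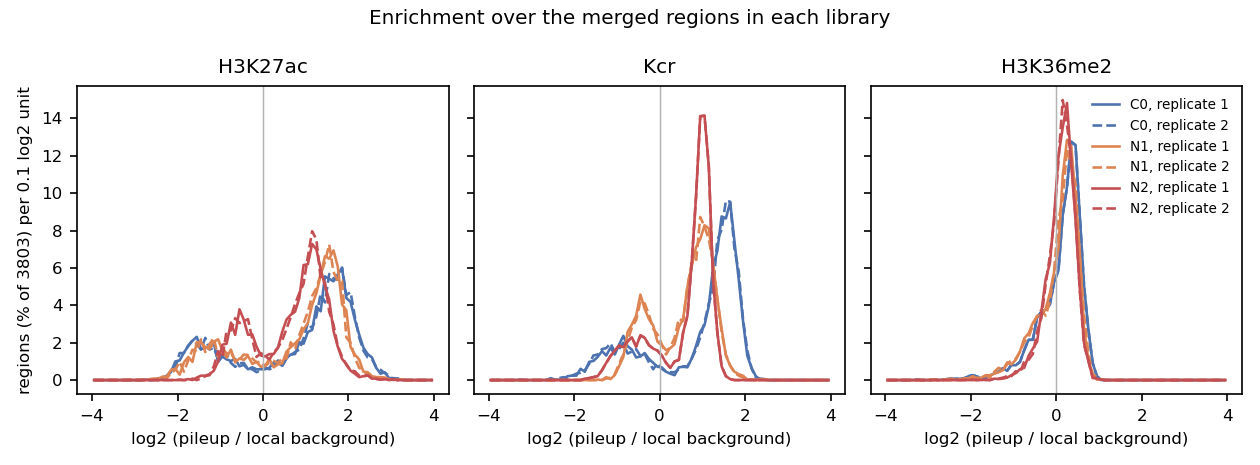
Distribution of log2(pileup / local background) over the 3803 regions for each library, by mark, as percent of regions per 0.1 log2 unit. H3K27ac and Kcr have a high and a low group of regions that lie closer together in N2 than in C0, with an SD of 0.85 against 1.37 for H3K27ac, while H3K36me2 has 1 peak in each condition.

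Within 1 day of nitrogen deprivation, H3K27ac rose strongly at a few regions with low ratios in C0. Among the regions above the median of the mean enrichment, to which the fixed rule of naming is limited, the largest gain was on chromosome 17 (162269 to 166306). There the ratio was 0.58 in C0 (0.55 to 0.62 in the 2 libraries) and 6.79 in N1 (6.58 to 7.00), a log2 difference of 3.54 ± 0.10 (SE). On chromosome 15 (154657 to 156641) it was 0.85 in C0 and 6.70 in N1 (log2 difference 2.98 ± 0.09), and on chromosome 19 (635808 to 637802) it was 1.17 and 6.11 (2.38 ± 0.09). On chromosome 29, the regions 493048 to 496620 and 535059 to 537289 rose by 2.05 ± 0.11 and 1.94 ± 0.09. The largest losses by the fixed rule were on chromosome 3 (571577 to 577466), where the ratio was 7.28 in C0 and 1.73 in N1 (-2.07 ± 0.09), and on chromosome 30 (217870 to 223061), where it was 6.03 and 1.60 (-1.91 ± 0.10). The other named losses, on chromosome 16 (808670 to 817040), chromosome 8 (916027 to 924317) and chromosome 6 (921281 to 940020), lay between -1.88 and -1.68. By limma, 544 regions were higher and 1414 lower in N1, of which 63 and 136 differed by at least 2-fold, and 27.8% of the called regions were higher (95% interval 25.8 to 29.8%).

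The direction of the H3K27ac calls at N1 depended on the scale. The median difference was -0.13. Centred on that median, 829 regions were higher and 1037 lower, with equal medians and spreads 594 and 700, and with equal library medians 928 and 955. The pileup without division by the background turned the balance, with 1280 higher and 584 lower. The named regions were called in the same direction under the first 3 of these scalings.

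At 2 days the same regions on chromosomes 17 and 15 led the H3K27ac gains within that limit, with ratios of 3.78 and 4.40 in N2 (log2 difference from C0 2.69 ± 0.10 and 2.37 ± 0.09). The region on chromosome 27 (150845 to 156325) had a ratio of 2.20 in C0 and 5.17 in N2 (1.23 ± 0.07), and the one on chromosome 6 (1279399 to 1284565) 3.08 and 7.08 (1.20 ± 0.07). The region on chromosome 11 (782447 to 801163) led the losses by the rule, with a ratio of 7.16 in C0, 2.58 in N1 and 1.49 in N2 (-2.27 ± 0.08 in N2). The regions on chromosomes 3 and 30 named above remained low in N2, at 1.58 and 1.43, as did the one on chromosome 8 at 2.31, and the region on chromosome 2 (1442251 to 1449291) fell from 5.65 to 1.52 (-1.90 ± 0.09). In all, 899 regions were higher and 2062 lower in N2 than in C0, with 243 and 259 at 2-fold or more, and 30.4% of the calls were higher (28.7 to 32.1%).

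The calls at N2 ran in opposite directions in the regions with and without the mark. Of the 2771 regions with a mean H3K27ac ratio of at least 1 over the 3 conditions, 2043 were lower and 171 higher, with a median difference of -0.49. Of the other 1032, which were shorter (median 1450 against 4313 bp), 728 were higher and 19 lower, with a median of 0.72. With equal medians and spreads, which removes a change of spread by construction, the first class turned to 812 higher and 550 lower, and the second had 165 and 32. The median difference of all regions was -0.31. Centred on it, 1353 regions were higher and 1260 lower, with equal library medians 1611 and 930, with equal medians and spreads 977 and 582, and on the pileup alone 1181 and 1469, so that the sign of the balance was set by the scaling. Against N1, N2 had 745 regions higher and 1585 lower (median difference -0.15). This balance also turned, to 907 and 332 with equal medians and spreads, 1382 and 585 with equal library medians and 148 and 18 at 2-fold or more, and was 1046 and 1047 after centring.

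**Figure D2:**
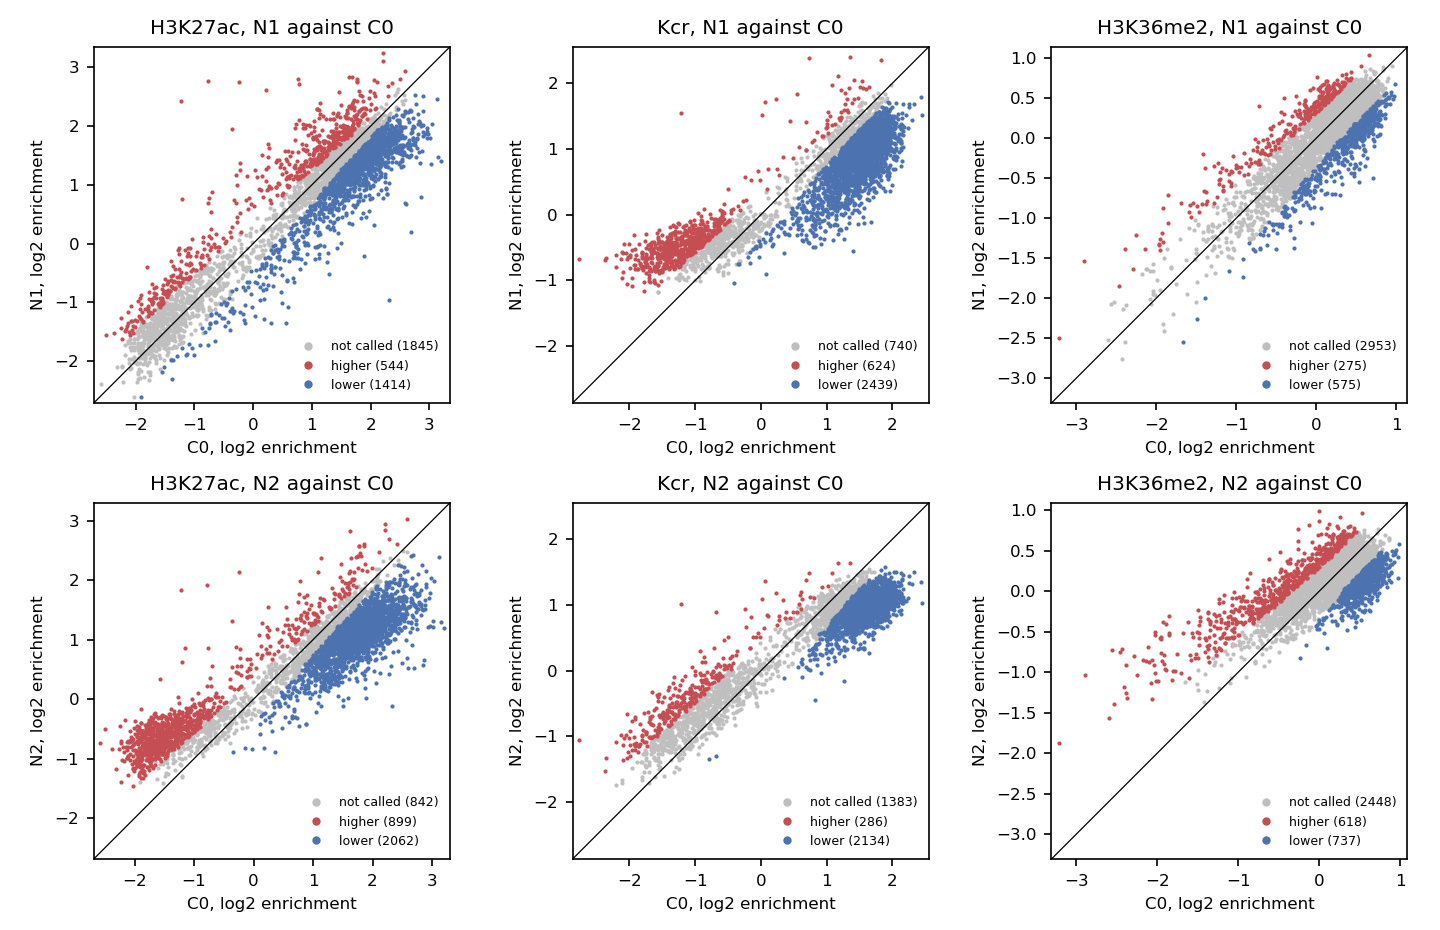
Log2 enrichment of each of the 3803 regions in N1 (top) or N2 (bottom) against C0, by mark, where points are regions, colours give the limma call and the line marks equal values. On this scale H3K27ac in N2 lies below the line at high C0 enrichment and above it at low C0 enrichment, with 899 regions called higher and 2062 lower, a balance that turned to 977 and 582 with equal medians and spreads.

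Kcr gains included regions that gained H3K27ac. In N1 the largest by the fixed rule was on chromosome 9 (107001 to 115486), where the ratio was 1.66 in C0 (1.63 to 1.70) and 5.23 in N1 (5.10 to 5.36), a log2 difference of 1.65 ± 0.09. It was followed by the regions on chromosome 15 (1.04 in C0 and 3.26 in N1), chromosome 27 (1.17 and 3.37) and chromosome 29 (493048 to 496620, 1.47 and 3.56) named above for H3K27ac, and by a region of 22453 bp on chromosome 26 (239273 to 261725, 2.55 and 5.29). The largest named losses were on chromosome 16 (555766 to 556795), with a ratio of 4.00 in C0 and 1.37 in N1 (-1.54 ± 0.10), and on chromosome 21 (760790 to 763254), with 3.69 and 1.29 (-1.52 ± 0.10). Regions on chromosome 6 (1237664 to 1238778), chromosome 13 (1005391 to 1006711) and chromosome 11 (1040463 to 1044563) followed at -1.46 to -1.39. By limma, 624 regions were higher and 2439 lower in N1 (120 and 250 at 2-fold or more), and 20.4% of the calls were higher (19.0 to 21.8%).

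The same 3 regions on chromosomes 15, 27 and 9 led the Kcr gains by the rule in N2, with log2 differences of 1.30 ± 0.13, 0.94 ± 0.13 and 0.75 ± 0.11. They were followed by the regions on chromosome 6 (1279399 to 1284565, 0.46 ± 0.11) and chromosome 9 (1142542 to 1146518, 0.40 ± 0.11). Losses by the rule were led by chromosome 3 (851924 to 853431), with a ratio of 5.46 in C0 and 2.05 in N2 (-1.42 ± 0.11), and by the region on chromosome 11 named for N1 (-1.27 ± 0.12). The other named losses, on chromosome 25 (496402 to 499059), chromosome 3 (972386 to 978510) and chromosome 2 (856739 to 858184), were -1.24 to -1.21. In N2, 286 regions were higher and 2134 lower (44 and 92 at 2-fold or more), and 11.8% of the calls were higher (10.6 to 13.2%). Against N1, 435 regions were higher and 284 lower in N2, a balance that turned to 172 and 256 among the regions above the median of the mean.

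The Kcr calls also ran in opposite directions in the 2 classes of regions. Of the 2771 regions with a mean H3K27ac ratio of at least 1, 65 were higher and 2370 lower in N1 (median difference -0.56) and 39 and 2113 in N2 (-0.51), while the other 1032 had 559 higher and 69 lower in N1 (0.47) and 247 and 21 in N2 (0.32). With equal medians and spreads the first class turned to 983 and 431 in N1 and 181 and 134 in N2, and the second had 268 and 56, and 18 and 8. The median difference of all regions was -0.43 in N1 and -0.38 in N2. Centred on it, 1214 regions were higher and 1059 lower in N1, and 871 and 785 in N2. With equal library medians the splits were 1625 and 533 in N1 and 1046 and 527 in N2, and with equal medians and spreads 1251 and 487, and 199 and 142. N2 against N1 became 335 and 951 with equal medians and spreads, 225 and 654 with equal library medians, and 2045 and 9 on the pileup alone. All 20 Kcr regions named were called in the same direction after centring and with equal medians and spreads.

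H3K36me2 changed by smaller amounts. Its median pileup and background were 44.5 and 37.7 in C0, against 22.6 and 20.4 in N1 replicate 1 and 26.2 and 24.1 in N2 replicate 1. On the pileup alone, all differences of this mark from C0 in N1 and N2 carry that shift of scale. They are therefore no separate evidence against the gains. In N1 the region on chromosome 1 (1671895 to 1672890) had a ratio of 1.01 in C0 and 1.71 in N1 (log2 difference 0.76 ± 0.11), and the region on chromosome 24 (58802 to 59964) had 1.63 and 0.71 (0.60 to 0.84 in the 2 libraries), a difference of -1.20 ± 0.13. Other named gains, on chromosome 28 (75365 to 79002), chromosome 22 (250 to 6589), chromosome 26 (133901 to 138940) and chromosome 11 (1076096 to 1077168), were 0.60 to 0.61. The call on chromosome 11 was lost with equal medians and spreads and without N1 replicate 2. Other named losses were -0.82 to -0.75, on chromosome 30 (476306 to 476940), chromosome 1 (93855 to 96753), chromosome 2 (228160 to 232458) and chromosome 24 (630679 to 631810). Calls numbered 275 higher and 575 lower (8 and 4 at 2-fold or more), 32.4% higher (29.2 to 35.6%). Without 1 of the N1 replicates the number of calls, 850, was 492 or 447. On the pileup alone all 5 named gains were negative and 0 regions were higher against 3749 lower. The median difference was -0.07, and the split was 390 and 367 after centring, 377 and 363 with equal library medians and 39 and 41 with equal medians and spreads.

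In N2, H3K36me2 rose on chromosome 28 (221516 to 225566) from a ratio of 0.83 to 1.70 (1.03 ± 0.12) and on chromosome 4 (1258348 to 1268245) from 0.99 to 1.98 (1.00 ± 0.11). Regions on chromosome 9 (1142542 to 1146518), chromosome 28 (75365 to 79002) and chromosome 16 (87661 to 91323) rose by 0.94 ± 0.11, 0.88 ± 0.12 and 0.87 ± 0.11. None of these 5 gains was called on the pileup alone, where their differences were 0.01 to 0.19. The named losses, on chromosome 1 (1260653 to 1267465 and 575834 to 581472), chromosome 18 (825585 to 826260), chromosome 14 (597008 to 602717) and chromosome 16 (806568 to 807085), were -0.82 to -0.78. Calls numbered 618 higher and 737 lower (55 and 0 at 2-fold or more), 45.6% higher (42.9 to 48.3%). The split was 477 and 219 with equal medians and spreads, 863 and 469 with equal library medians, and 39 and 3279 on the pileup alone. Against N1, 1029 regions were higher and 655 lower (857 and 837 after centring, 2016 and 96 on the pileup alone), and the number of calls, 1684, was 1112 or 1079 without 1 of the N1 replicates. Among the regions above the median of the mean the balance against N1 turned, to 240 higher and 476 lower, and that against C0 was 143 and 574.

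Regions that crossed from a ratio under 1 to at least 2, or back, were rare. For H3K27ac, 8 of the 1032 regions under 1 in C0 reached at least 2 in N1 and 4 in N2, while 14 and 6 of the 2328 regions at 2 or more dropped under 1. The most complete gain was on chromosome 29 (486115 to 487678), where H3K27ac was 0.43 in C0, 5.38 in N1 and 3.57 in N2, and Kcr was 0.43, 2.92 and 2.02. The region on chromosome 12 (113172 to 119603) had an H3K27ac ratio of 0.78, 3.85 and 2.48. The reverse was seen on chromosome 13 (936659 to 938705), where H3K27ac was 4.99 in C0, 0.51 in N1 and 0.92 in N2, and Kcr was 2.40, 0.77 and 0.90. For Kcr, 26 of 2496 regions at 2 or more dropped under 1 in N1 and 1 did in N2. All of these crossings were called after centring and with equal medians and spreads.

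**Figure D3:**
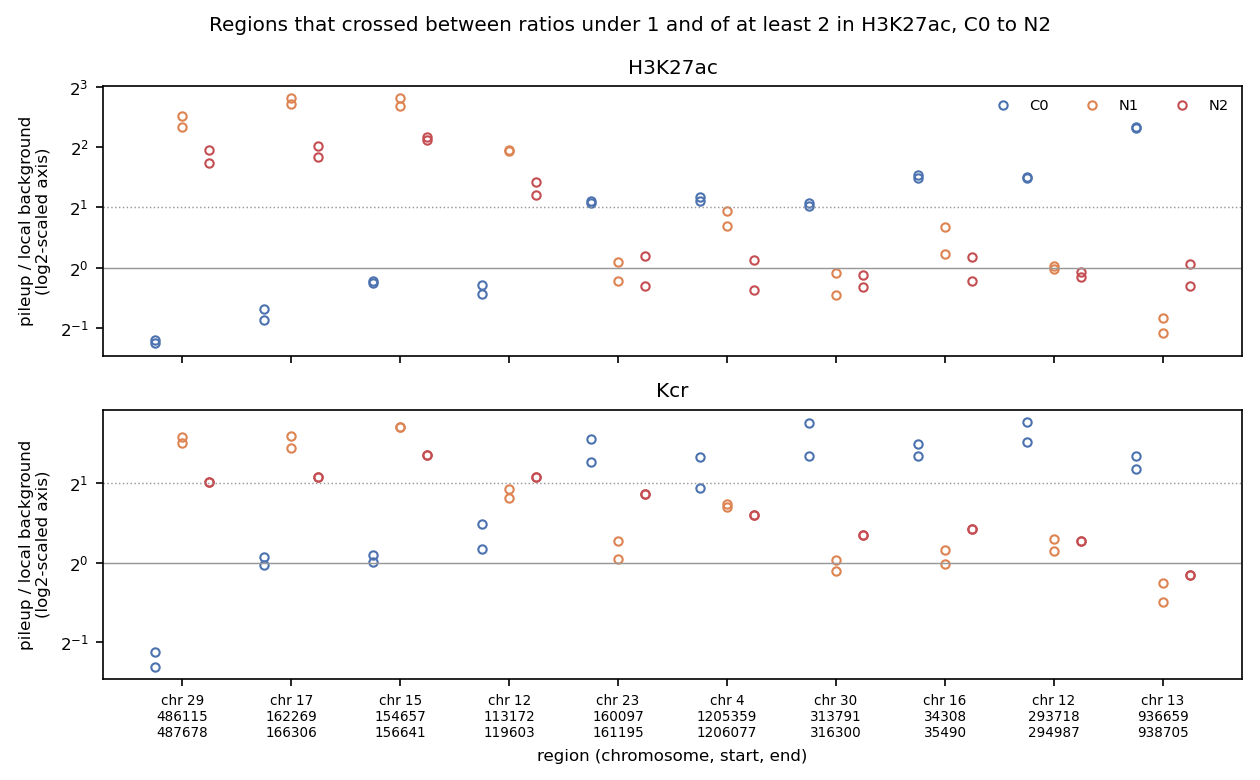
Ratio of pileup to local background (log2-scaled axis) of H3K27ac and Kcr in each library, for the 4 regions whose H3K27ac ratio went from under 1 in C0 to at least 2 in N2 and the 6 that went the other way, where points are libraries and lines mark ratios of 1 and 2. The region on chromosome 29 has a C0 ratio of 0.43 for both marks and N1 ratios of 5.38 and 2.92.

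The changes at 1 and 2 days were compared for each mark. For H3K27ac, 291 regions were higher and 1267 lower at both times, against 128.6 and 766.7 for independent lists. For Kcr the overlap was 230 and 2001 (46.9 and 1368.6 for independent lists), and for H3K36me2 147 and 243 (44.7 and 111.4). With equal medians and spreads these overlaps became 423 and 321 for H3K27ac (152.6 and 107.1 for independent lists), 152 and 54 for Kcr (65.5 and 18.2) and 17 and 7 for H3K36me2 (4.9 and 2.4), and after centring 584 and 796, 751 and 505, and 184 and 157. Both comparisons share the C0 libraries. In the 20 simulations, unchanged groups and C0 libraries were drawn with the spread that the fit estimated. The covariance of the differences was 0.010 for H3K27ac, 0.009 for Kcr and 0.012 for H3K36me2, against observed values of 0.236, 0.240 and 0.047. The correlation of the differences was 0.69, 0.83 and 0.47, against 0.50, 0.41 and 0.67 in the simulations. The C0 libraries were not split between the 2 comparisons, and for H3K36me2, with 1 distinct C0 library, they could not be. Part of the excess may therefore come from the C0 libraries.

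Calls of H3K27ac and Kcr overlapped. Regions lower in both numbered 1317 in N1 (906.8 for independent lists, odds ratio 15.3) and 1815 in N2 (1157.1, odds ratio 32.8), and regions higher in both numbered 171 (89.3, odds ratio 2.84) and 240 (67.6, odds ratio 22.6). The direction of all 4 overlaps held with equal medians and spreads (odds ratios 5.82 to 18.0), after centring (at least 4.06) and on the pileup alone (at least 1.72). A further 168 regions in N1 and 33 in N2 were higher for H3K27ac and lower for Kcr, and 13 and 2 the reverse. With equal medians and spreads the 168 became 6 and the 13 became 85. After centring they were 40 and 41, and on the pileup alone 819 and 3, so that these counts depended on the scaling. Overlaps of H3K36me2 with H3K27ac in N2 were below those of independent lists (odds ratios 0.68 for higher and 0.40 for lower), but the first became 3.25 with equal medians and spreads and the second 0.94. Likewise the odds ratio of H3K36me2 and Kcr for lower regions in N2 was 0.39 and became 2.33. In N1, H3K27ac and H3K36me2 shared 82 higher regions (39.3, odds ratio 2.82). Fisher's exact test gave an adjusted p of at most 0.006 for each of these odds ratios except 0.94 (adjusted p = 0.85). These 3 overlaps of H3K36me2 in N2 also changed after centring, to odds ratios of 1.00 (adjusted p = 1.0), 0.74 (adjusted p = 0.0023) and 1.13 (adjusted p = 0.3), and on the pileup alone, to 2.91 (adjusted p = 0.0023), 1.16 (adjusted p = 0.22) and 1.19 (adjusted p = 0.11), so that they depended on the scaling. The remaining odds ratios in the comparisons with C0 lay between 0.73 and 1.38, and some of them also depended on the scaling. That of H3K36me2 and Kcr for higher regions in N2 went from 1.04 to 3.76 with equal medians and spreads. For lower regions in N1 it went from 0.73 to 1.42 after centring. The odds ratio of 2.82 in N1 was 2.58 after centring and 4.74 with equal medians and spreads. It could not be computed on the pileup alone, where no H3K36me2 region was higher. Regions are not independent replicates, and the marks of 1 condition may share an input.

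All 3 marks were higher in 28 regions in N1 and 41 in N2, and lower in 240 and 255, against 6.5, 11, 137.1 and 224.2 for independent lists. Only 3, 13, 4 and 11 of these were also called after centring and with equal medians and spreads. In N2 the leading regions by the fixed rule were chromosome 29 (486115 to 487678), with log2 differences of 3.06 ± 0.12 for H3K27ac, 2.23 ± 0.18 for Kcr and 1.27 ± 0.21 for H3K36me2, and chromosome 23 (594 to 1534), with 1.85 ± 0.23, 1.16 ± 0.26 and 1.71 ± 0.24. The second started from ratios of 0.17, 0.34 and 0.19 and remained under 1 in N2, and its Kcr call was lost with equal medians and spreads. Regions on chromosome 18 (57664 to 59211) and chromosome 26 (452810 to 454834) followed. Both lost their H3K27ac call at that setting, the first also its H3K36me2 call, and neither H3K36me2 gain was called on the pileup alone. The region on chromosome 1 (1260653 to 1267465) was lower for H3K27ac (6.36 in C0 and 1.87 in N2), Kcr (3.72 and 1.81) and H3K36me2 (1.64 and 0.92). In N1 the rule named gains on chromosome 25 (418309 to 419054) and chromosome 29 (486115 to 487678) and losses on chromosome 15 (183041 to 185368), chromosome 24 (316085 to 317075) and chromosome 2 (1638797 to 1639557). The Kcr call on chromosome 2 was lost with equal medians and spreads and with equal library medians, and the H3K27ac calls on chromosomes 2 and 15 on the pileup alone. The H3K36me2 call on chromosome 29 in N1 (0.76 ± 0.21) was lost with equal medians and spreads and without N1 replicate 2, and that on chromosomes 25 and 29 was negative on the pileup alone.

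In the authors' deposited table for each comparison, regions carried a Gain or Loss label, where Gain went with a higher score in the earlier condition. Whether that direction was intended is not stated in the sources used here. Summed over the authors' deposited tables, 6891 regions were labelled. The smallest adjusted p in the authors' deposited tables was 0.973, 0 regions were below 0.05 after adjustment, and at most 28 in 1 table were below 0.05 before it. Read by the scores, no region labelled in the authors' deposited tables was called in the opposite direction by limma here. The scores come from the same pileups and backgrounds, so an opposite call was unlikely, and many labelled regions were not called. For H3K27ac in N2 against N1, 158 of 320 labels read as higher and 76 of 99 read as lower were called in that direction. For Kcr in N1 against C0 these were 80 of 128 and 517 of 536.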

Values the study reported

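The study reported 4416, 3737 and 3861 H3K27ac peaks in C0, N1 and N2, respectively, with 4327, 4315 and 3980 peaks for Kcr and 4071, 3176 and 2579 for H3K36me2. Between C0 and N1 it counted 4025 overlapping H3K27ac peaks, 3885 for Kcr and 3653 for H3K36me2, and between C0 and N2 it counted 3950, 4245 and 2748. A total of 2504 gained and 2397 lost peaks was given for the comparisons with C0. Pearson coefficients between replicate libraries were stated to exceed 0.93.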

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

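All tests of the authors' labels and of the H3K36me2 pileup, the test of the slope between libraries and the test of the regions that crossed to a ratio of at least 2 were chosen only after the result was seen.

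Some regions of each mark moved in opposite directions from C0 at 1 and 2 days, with N2 and N1 differing from each other by limma. They numbered 79 for H3K27ac, of which 65 were higher in N1 and lower in N2, 17 for H3K36me2 and 8 for Kcr. As an example chosen after its values were seen, an H3K27ac ratio of 3.27 in C0, 5.02 in N1 and 2.19 in N2 was found on chromosome 20 (236877 to 238741). After centring and with equal medians and spreads as well, 4 of the H3K27ac regions and none of the others kept both directions.

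The spread of H3K27ac enrichment over regions was narrower in N2 than in C0, with lower values where the mark was high and higher values where it was low. Counting noise is argued against by a slope of 1.00 between the C0 libraries, against 0.57 for N2 on C0. Lower depth is argued against because a C0 library thinned to the fragments of an N2 library kept an SD of 1.40, against 0.86 in N2, and a changed background track because the pileup alone had 0.69 times the C0 spread. A lower ChIP efficiency in the deprived libraries, which would mix signal with a constant background, cannot be told apart from a biological loss of contrast: 1 straight line accounted for 68.5% of the variance of the differences in N2, and 6.4% of the 502 regions changed by at least 2-fold stayed as far from it, both between the bounds set beforehand. For the 4 regions that crossed to a ratio of at least 2, the line gave at most 1.06. With a slope of 0.47 and an intercept of 0.66, it gives a low value to any region under 1 in C0. The value of 1.06 was thus fixed by the selection and is no test. The ratios of the 4 regions were 0.43 to 0.85 in C0 and 2.48 to 4.40 in N2, where the lowest library value was 2.31. Mixing with a constant background would not lift a ratio under 1 that far. The measured ratios, and not the line, argue against a lower ChIP efficiency as the source of these 4 gains. The 4 regions were selected by this crossing, so the other regions are not covered.

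The H3K36me2 pileup was lower in N1 than in C0 by a median of -0.90 on the log2 scale. The background values deposited with these libraries changed by -0.85 as well, which is consistent with a difference in the scaling of the C0 library. A genome-wide loss of the mark cannot be told apart by the change of the ratio, -0.07, since the median log2 ratio was only 0.23 in C0 and left little room for a fall. The study lists more valid pairs for both C0 libraries than the 2.63 M given by the inverse of their step. For most other libraries these match. The C0 values were thus not scaled to the depth listed for them. Which part of the processing set their scale stayed open.

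The Gain and Loss labels in the authors' deposited tables rested on ratios rounded down to whole numbers. Of the 6891 labelled regions, 73.6% differed by less in the unrounded ratios than the smallest log2 change labelled in the same table, which was 0.70 to 1.00 over the tables. Rounding may have produced many of these labels, but the scores also carried the factor for the library. Where that factor differed between conditions, as for H3K27ac in N2 against N1 (78.8%), the gap mixes rounding with the factor. For H3K36me2 the factor was the same in every library. The share that differed by less was 99.4% for H3K36me2 in N1 against C0, where rounded ratios did not exceed 2. It was 31.9% for Kcr in the same comparison, where the factor differed. No biological explanation was tested for this pattern.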

How the results depend on the processing

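The pileup alone, log2 of the ratio plus 0.5, equal medians, equal medians and spreads, identical libraries counted as 2, the authors' labels, the centred overlaps and regions in place of genes were chosen after seeing the data. The 9 counts of changed regions stayed within 1.5 times with both other pseudocounts, the libraries of the contrast alone, log2 of the ratio plus 0.5, median centring and the replicate block. The cause of the changes below was not tested, except where fewer regions were tested. Shares of higher regions were recomputed under the scalings and the pileup alone, and overlaps under the stricter threshold, equal medians and spreads, centring and the pileup alone. Of 142 values of named regions, 142 kept direction and call with both pseudocounts, the block and centring, and 135 with equal medians and spreads.

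With the replicate block the counts were 1936, 2947 and 2291 for H3K27ac, 828, 1326 and 1651 for H3K36me2 and 3065, 2435 and 818 for Kcr (N1 against C0, N2 against C0, N2 against N1, an order kept below). Replicate differences of equal number correlated between conditions at -0.023 to 0.034. Differences this small may be counting noise, which is uncorrelated even between paired libraries. The values therefore cannot show whether the numbers pair the libraries. Groups with identical libraries could not be checked.

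Leaving out 1 replicate gave 1475 to 2008, 2591 to 3032 and 1951 to 2151 regions for H3K27ac, 447 to 853, 1088 to 1202 and 1079 to 1367 for H3K36me2, and 2729 to 2931, 2343 to 2398 and 557 to 874 for Kcr. The lone library is then assumed to vary like the other groups. For H3K36me2 the lowest counts came without N1 replicate 1 (492 in N1 against C0, 1112 in N2 against N1) or 2 (447 and 1079). Leaving out 1 of 2 identical libraries gives no value.

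At an adjusted p under 0.01, H3K36me2 had 445 and 836 changed regions against C0 and Kcr 321 in N2 against N1. Overlaps over time were 185 for H3K27ac higher, 74 and 109 for H3K36me2 higher and lower, and 114 for Kcr higher. The odds ratio of H3K27ac and H3K36me2 was 1.22 for lower regions in N1 and 1.09 for higher regions in N2. At 2-fold or more the counts were 199, 502 and 166 for H3K27ac, 12, 55 and 40 for H3K36me2 and 370, 136 and 18 for Kcr. By the authors' deposited adjusted p-values all 9 counts were 0. With fewer regions tested, those above the median of the mean, 1244, 1639 and 1319 were called for H3K27ac, 395, 717 and 716 for H3K36me2, and 1707 and 428 for Kcr (N1 against C0, N2 against N1).

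By the labels in the authors' deposited tables the counts were 868, 610 and 419 (320 higher and 99 lower) for H3K27ac, 1118 for H3K36me2 in N2 against N1, and 664 and 625 for Kcr against C0. With identical libraries counted as 2, which adds libraries without new measurements, they were 1629 and 2048 for H3K36me2 against C0 and 1563 for Kcr in N2 against N1.

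With equal medians and spreads the counts were 1294, 1559 and 1239 for H3K27ac, 80 and 696 for H3K36me2 against C0, and 1738, 341 and 1286 for Kcr. The share of higher regions in N1 and N2 became 45.9% and 62.7% for H3K27ac, 48.8% and 68.5% for H3K36me2 and 72% and 58.4% for Kcr. Overlaps over time were 321 for H3K27ac lower, 17 and 7 for H3K36me2 higher and lower, and 152 and 54 for Kcr. Odds ratios of H3K27ac and H3K36me2 were 1.85 for lower in N1, 3.25 for higher and 0.94 for lower in N2. Those of H3K36me2 and Kcr were 1.95 and 1.17 for higher and lower in N1, and 3.76 and 2.33 in N2.

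With equal library medians the shares in N1 and N2 were 49.3% and 63.4% for H3K27ac, 50.9% and 64.8% for H3K36me2, and 75.3% and 66.5% for Kcr, with 1573 Kcr regions in N2 against C0. Centring gave shares of 44.4% and 51.8%, 51.5% and 49.1%, and 53.4% and 52.6% for the same marks, and overlaps over time of 584 and 796 for H3K27ac higher and lower, 157 for H3K36me2 lower, and 751 and 505 for Kcr. The odds ratio of H3K36me2 and Kcr in N1 became 1.75 for higher and 1.42 for lower regions.

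On the pileup alone the shares were 68.7% and 44.6% for H3K27ac, 0.0% and 1.2% for H3K36me2, and 11.5% and 22.1% for Kcr. The counts were 3749 and 3318 for H3K36me2 against C0 and 2054 for Kcr in N2 against N1. Overlaps over time were 618 and 490 for H3K27ac and 0 and 3276 for H3K36me2. Odds ratios in N1 were 0.63 for lower H3K27ac and H3K36me2 and 1.05 for lower H3K36me2 and Kcr, and in N2 3.51 for higher H3K36me2 and Kcr. The H3K36me2 differences that turned negative in N1 were those on chromosome 1 (1671895 to 1672890, -0.31), chromosome 28 (75365 to 79002, -0.32), chromosome 22 (250 to 6589, -0.53), chromosome 26 (133901 to 138940, -0.63), chromosome 11 (1076096 to 1077168, -0.49), chromosome 25 (418309 to 419054, -0.54) and chromosome 29 (486115 to 487678, -0.44), and in N2 that on chromosome 18 (57664 to 59211, -0.04).

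Not run were the count-based tests and filters, since the values are coverage and not counts, and the gene lists, gene assignments and positions, for lack of genes paired with regions. An overlap minimum of 50% changes nothing, as the regions are identical in all tables. Small changes were partly missed in simulated libraries, where 65% to 76% of differences of 0.5 were recovered. Depth was not varied in them, and far fewer regions were moved than were called in N2 against C0. Recovery in the data may therefore differ.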

Other observations

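The following H3K27ac changes in nearby regions were chosen after their values were seen. On chromosome 16, the region from 34308 to 35490 had a ratio of 2.85 in C0, 1.36 in N1 and 0.99 in N2, while the region from 35544 to 46764 had 0.86, 2.40 and 1.79. On chromosome 29, the regions starting at 486115, 493048 and 535059 all rose in N1, to ratios of 5.38, 7.00 and 6.59. On chromosome 30, the adjoining regions 217870 to 223061 and 223829 to 227616 both fell in N1, from 6.03 to 1.60 and from 2.39 to 0.80.

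Over all regions, neighbours changed together little. With equal medians and spreads, the differences of adjacent regions correlated at 0.036 for H3K27ac in N1 (-0.033 to 0.030 in 1000 shuffles) and at 0.021 in N2, within the shuffled range. H3K36me2 in N1 had the highest value, 0.074 (-0.030 to 0.031). The median H3K27ac difference was below 0 on all 30 chromosomes in N1 and N2, from -0.52 on chromosome 15 to -0.11 on chromosome 30 in N2, and so was that of Kcr.

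Some of the regions that lost Kcr in N1 had higher ratios in N2, again chosen after their values were seen. On chromosome 29 (192448 to 194645) the Kcr ratio was 2.15 in C0, 0.76 in N1 and 1.99 in N2, and on chromosome 18 (437454 to 441475) it was 3.18, 0.93 and 1.65.

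The gain of H3K36me2 on chromosome 9 (1142542 to 1146518), from 0.92 to 1.76 in N2, lay in a region where Kcr also rose, from 2.11 to 2.79.

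A straight line of the ratio in the deprived libraries on the ratio in C0 was fitted for all 6 comparisons with C0, and bounds had been set only for H3K27ac in N2. In N1 the line accounted for -34.2% of the variance of the H3K27ac differences, so that the residuals varied more than the differences themselves, and 46.2% of the 199 regions at 2-fold or more stayed at least 2-fold from it. For Kcr it accounted for 73.1% in N1 and 62.8% in N2, with 3.8% and 2.9% of the regions at 2-fold or more staying as far from it. For H3K36me2 it accounted for 7.2% and 60.0%, with 16.7% and 0.0% staying as far.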
